# A rapid and inexpensive labeling method for microarray gene expression analysis

**DOI:** 10.1186/1472-6750-9-97

**Published:** 2009-11-25

**Authors:** Mario Ouellet, Paul D Adams, Jay D Keasling, Aindrila Mukhopadhyay

## Abstract

**Background:**

Global gene expression profiling by DNA microarrays is an invaluable tool in biological research. However, existing labeling methods are time consuming and costly and therefore often limit the scale of microarray experiments and sample throughput. Here we introduce a new, fast, inexpensive method for direct random-primed fluorescent labeling of eukaryotic cDNA for gene expression analysis and compare the results obtained on the NimbleGen microarray platform with two other widely-used labeling methods, namely the NimbleGen-recommended double-stranded cDNA protocol and the indirect (aminoallyl) method.

**Results:**

Two total RNA samples were labeled with each method and hybridized to NimbleGen expression arrays. Although all methods tested here provided similar global results and biological conclusions, the new direct random-primed cDNA labeling method provided slightly better correlation between replicates compared to the other methods and thus increased ability to find statistically significant differentially expressed genes.

**Conclusion:**

The new direct random-primed cDNA labeling method introduced here is suitable for gene expression microarrays and provides a rapid, inexpensive alternative to existing methods. Using NimbleGen microarrays, the method produced excellent results comparable to those obtained with other methods. However, the simplicity and cost-effectiveness of the new method allows for increased sample throughput in microarray experiments and makes the process amenable to automation with a relatively simple liquid handling system.

## Background

DNA microarrays allow global profiling of nucleic acid sequences and have become an important and ubiquitous tool in biological and biomedical research. Although many applications of DNA microarrays have been developed in the past decade [1,2], differential gene expression profiling remains the most widely used application of this technology. Improvements in microarray design now allow rapid fabrication of custom microarrays, representation of an increasingly large number of features on a single glass slide and hybridization of multiple samples on physically separated arrays on the same slide. Robots designed specifically for DNA and RNA extraction are also commercially available now and can considerably reduce the hands-on time required for RNA preparation for microarray studies. Although identification of the most biologically relevant information from a microarray experiment and interpretation of this information in a biological context can be challenging, methods and tools for microarray data analysis have become more widely available and easy to use, and are now streamlining the first step of data analysis. However, the sample labeling procedure remains a rate-limiting step in high throughput microarray workflows.

Several methods to fluorescently label cDNA for gene expression have been developed over the years (reviewed in [3] and [4]). The first method introduced was the direct incorporation of fluorophore-conjugated nucleotides during reverse-transcription (RT). However, this method suffered from lower cDNA yields and significant dye bias (in two-color experiments) due to steric hindrance of the large fluorescent moieties attached to the labelled nucleotides. An indirect method of cDNA labeling, where modified (i.e. aminoallyl) nucleotides are incorporated into the cDNA and chemically coupled with the fluorescent dye post RT, was developed to overcome these shortcomings. This indirect method provided increased dye incorporation and mitigated dye bias, and has become a benchmark for microarray sample labeling, especially in dual labeling experiments. However, this method increased the sample preparation time and cost significantly. Other "indirect" labeling methods were also developed, mainly aimed at increasing specific fluorescence of the labelled product (and conversely, permitting the use of lower amounts of starting material) (e.g. DNA dendrimers), but these methods are still not widely used. Instead, template (RNA) amplification methods, mostly based on an early *in vitro *transcription method [5], coupled with traditional downstream labeling methods, are more broadly adopted when the amount of available RNA is limited, notably because of the efficiency and robustness of the process, as well as the great flexibility it provides regarding the amount of input RNA needed. More recently, NimbleGen introduced a new labeling method based on double-stranded cDNA synthesis followed by labeling with a DNA polymerase by extension of 5'-labeled random primers [6]. This method is very robust in that the yield of each step is excellent and it produces an abundance of labeled material. However it is costly and requires the most time to perform.

We sought a method for fluorescently labeling cDNA for microarray analysis that would be rapid to perform, limit the need for manual handling and reduce the cost significantly when the RNA input is not limiting. In this study we demonstrate a new one-step labeling method--the direct, random-primed cDNA labeling method (hereafter referred to as the direct random method), based on the elongation of 5'-labeled random DNA nonamers during reverse transcription of eukaryotic total RNA. We demonstrate the suitability of our method for gene expression analysis by comparing results with those obtained using the indirect and the NimbleGen-recommended ds-cDNA protocols.

## Results and discussion

### Overview of labeling methods, cDNA yield and dye incorporation

Our new direct random-primed labeling method consists essentially of a RT reaction with 5'-labeled random nonamers followed by chemical hydrolysis of the RNA template and silica-based cDNA clean up (in order to remove non-elongated primers and other RT reaction components). This method provides a rapid and inexpensive protocol for sample labeling (Figure 1). In order to evaluate the microarray results obtained with this method, we labelled two *S. cerevisiae *total RNA samples with the NimbleGen-recommended double-stranded cDNA method, the indirect (aminoallyl) method and our direct random method, each in triplicate. 

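Total RNA from 3 cultures of each of the engineered strains EPY330 and EPY338, harvested after 24 h of induction, was pooled per strain. Each labeling reaction started from 10 μg of pooled RNA, so the triplicates of a method were 3 separate labelings of the same RNA and their spread covered labeling, hybridization and scanning but not the cultures. The 3 methods, 2 strains and 3 replicates gave 18 arrays. For each array 4 μg of cDNA was hybridized with the ds-cDNA method, 0.3 μg with the indirect method and 5 μg with the direct random method. The authors summarized the probes to 1 intensity per gene with the RMA algorithm and quantile normalization, and the deposited values are on the log2 scale. The paper's text does not name which arrays were normalized together, nor which array lay on which of the 5 slides, so a difference between slides could not be tested. Entries of the table without a value on any array were left out, and the remaining 5739 genes were analysed. Array intensities spanned 7.25 to 15.88 on the log2 scale. The array medians lay between 9.99 and 10.02 with the direct random method, between 9.99 and 10.02 with the indirect method and between 10.09 and 10.12 with the ds-cDNA method. The 3 arrays per group limit the precision of every value. Fold-changes were taken as EPY330/EPY338 from the difference of mean log2 intensities. Differential expression was tested with limma within the 6 arrays of each method, with Benjamini-Hochberg adjustment over all 5739 genes, and a confidence of 99%, 95% or 90% stands for an adjusted p under 0.01, 0.05 or 0.1. The equal-variance test that the paper names, applied to the same log2 intensities with the same adjustment and called the methods' t-test, served as an alternative.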

The three methods, being intrinsically different, produced different cDNA labeling in terms of representation, dye incorporation, cDNA yield (Table 1) and size distribution (not shown). It is important to note that, because of these differences, it is hard to compare these values directly and predict behaviour in microarray hybridization. For example, our direct random method also reverse-transcribes the ribosomal and other non-coding RNA species, which constitute the vast majority of the total RNA but are not of much interest in a differential expression experiment, and produced cDNA with the lowest dye incorporation. In contrast, the indirect method produced cDNA of the largest median size and spread and exhibiting the highest dye incorporation, but the cDNA yield was the lowest. Finally, the ds-cDNA procedure produced the most labeled cDNA, roughly six times the recommended amount for a microarray hybridization, with a median cDNA size consistent with random priming. Of note, the random-primed Klenow labeling reaction uses ds-cDNA generated with an oligo(dT)-primed RT reaction as template and contains the sense strand, which does not hybridize to the microarray. The higher specific dye incorporation in the ds-cDNA method than in our direct random protocol is likely due to the amount of 5'Cy3 random nonamers used in each reaction, with a mass ratio of primer to template of about 33 and 0.7, respectively.

**Figure 1:**
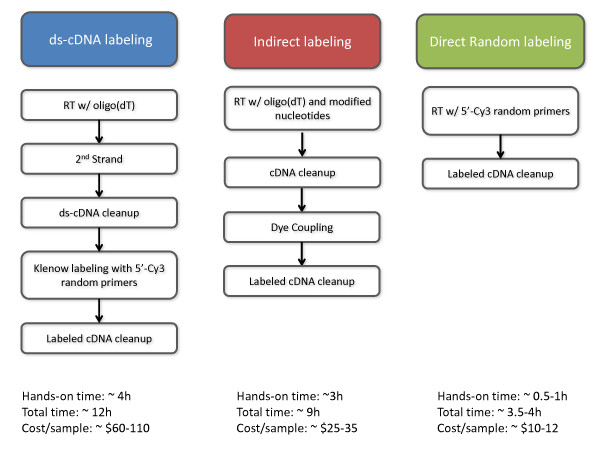
**Overview of the sample labeling methods used in this study**.

**Table 1:** cDNA yield, dye incorporation and amount of material used for hybridization (*n *= 6 for each method).

	**Labeling Yield (avg. ± S.D.)**			**Quantity hybridized**
		
	**cDNA** **(μg)**	**Dye** **(pmol)**	**Ratio** **(pmol dye/μg cDNA)**	**cDNA (μg)**
	
**ds-cDNA**	25.8 ± 0.8	463 ± 66	18 ± 3	4.00
**Indirect**	0.33 ± 0.06	33 ± 5	105 ± 26	0.30
**Direct Random**	7.7 ± 0.6	85 ± 6	11.1 ± 0.5	5.00

S.D., standard deviation.

### Concordance of microarray results

Despite the lower dye incorporation in the cDNA using our direct random method, we decided to hybridize the samples to NimbleGen 4-plex expression microarrays. For each labeling method, different amounts of labeled cDNA were hybridized to the arrays (Table 1). Since NimbleGen recommends hybridization of 4 μg of labeled ds-cDNA[6], we used this quantity for the ds-cDNA method. In the absence of guidelines for the other two labeling methods, we hybridized an amount of cDNA consistent with the respective yield of each method (Table 1). Visual inspection of the resulting slide images revealed differences in the global fluorescence intensity of individual arrays (not shown), the brightest arrays being achieved with the ds-cDNA method whereas the other two methods produced a similar but slightly lower global fluorescence. To compensate for these differences, the arrays were scanned independently in order to adjust the photomultiplier tube (PMT) gain for each array as recommended [6].

Pair-wise correlation of the intensities obtained with each labeling method after summarization and normalization were examined for each set of replicates for each sample (*n *= 3) and averaged (*n *= 6) (Table 2). All three methods produced very good correlation of internal replicates, but the highest average correlation and the narrowest spread of values was obtained with our direct random method. However, the average correlation coefficient fell dramatically when comparing the different labeling methods (Table 2), the ds-cDNA method being the most different from the other two methods. This result indicated there were differences in the cDNA population produced by the different labeling methods, which caused different hybridization characteristics. Nonetheless, since each method is very reproducible (Table 2), it is expected that the relative changes in expression deduced using any of these methods would be similar.

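The Pearson correlation of the log2 intensities of 2 replicate arrays, taken across all genes, averaged 0.9974 ± 0.00025 (SD, n = 6 pairs) with the direct random method, 0.9948 ± 0.0020 (SD, n = 6 pairs) with the indirect method and 0.9934 ± 0.00097 (SD, n = 6 pairs) with the ds-cDNA method. The squares of these coefficients averaged 0.9947 ± 0.00050, 0.9897 ± 0.0039 and 0.9868 ± 0.0019. The 6 pairs of a method share 6 arrays and genes are not independent replicates, so the averages were not tested against each other. The lowest pair with the direct random method, at 0.9971, lay above the highest pair with the indirect method, at 0.9969, and above the highest with the ds-cDNA method, at 0.9950. The lowest of all pairs was that of replicates 1 and 3 of EPY338 with the indirect method, at 0.9915. On that replicate 3 array, 8 genes lay more than 1 log2 unit from the mean of the other 2 arrays, and without replicate 3 of both strains the average of the indirect method was 0.9964. On linear intensities the ds-cDNA average was 0.987, against 0.997 and 0.995 with the direct random and indirect methods.

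**Figure D1:**
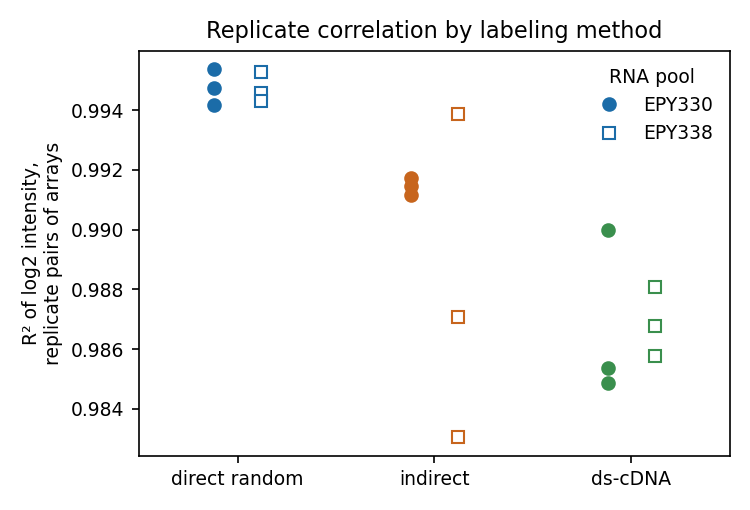
R² of the log2 intensities across genes (vertical axis) for each pair of replicate arrays, by labeling method (horizontal axis) and RNA pool. Each point is 1 pair, and the direct random pairs lie between 0.9942 and 0.9954.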

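Between methods, arrays of the same strain were compared in 18 pairs for each combination of methods. The correlation of log2 intensities averaged 0.967 ± 0.0017 (SD, n = 18 pairs) for direct random against indirect arrays, 0.785 ± 0.014 (SD, n = 18 pairs) for direct random against ds-cDNA arrays and 0.743 ± 0.015 (SD, n = 18 pairs) for indirect against ds-cDNA arrays. Squared, these averages were 0.935, 0.616 and 0.552. Each of the 3 averages lay below every replicate pair within a method by more than its SD. Leaving out the dimmest 25% of the genes lowered the 3 averages to 0.945, 0.655 and 0.589.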

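The intensity of each gene, averaged over both strains, was compared between methods with limma in 1 fit of all 18 arrays. Of the 5739 genes, 3704 (64.5%) differed at 95% confidence between the direct random and indirect methods, 4996 (87.1%) between the direct random and ds-cDNA methods and 5109 (89.0%) between the indirect and ds-cDNA methods. The difference exceeded 1 log2 unit for 163, 1761 and 2039 genes, and its median size was 0.22, 0.63 and 0.70 log2 units. After each array was centred on its median, the counts at 95% confidence were 3722, 5037 and 5177. From the lower correlations between methods, the paper concludes that the labeled cDNA populations differed.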

**Table 2:** Average pair-wise correlation coefficients (± S.D.) of normalized intensities of replicate arrays within a labeling method (*n *= 6) and across methods (*n *= 18).

	Direct Random	Indirect	ds-cDNA
**Direct Random**	0.995 ± 0.001	-	-
**Indirect**	0.934 ± 0.006	0.990 ± 0.004	-
**ds-cDNA**	0.62 ± 0.02	0.55 ± 0.02	0.987 ± 0.002

Interestingly, the direct random method revealed the most differentially expressed genes at any given significance level (Table 3), and most of the genes with a fold-change of at least 2 (in any given direction) were found at 99% confidence. This was not the case with the other two methods (Table 3). 

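With the direct random method 538 genes were differentially expressed at 99% confidence, 1288 at 95% and 1862 at 90%. The indirect method gave 195, 521 and 863 genes at these levels and the ds-cDNA method 103, 363 and 733. The methods' t-test lowered every count, to 126, 651 and 1240 with the direct random method, 39, 158 and 389 with the indirect method and 13, 128 and 330 with the ds-cDNA method, in the same order of methods. The order depended on the spread each gene was tested against. When all 18 arrays were fitted together, so that the methods shared 1 estimate of the spread per gene, the direct random method gave the fewest genes at 95% confidence, 713 against 880 and 994 with the indirect and ds-cDNA methods. The median replicate SD was 0.073 with the direct random, 0.102 with the indirect and 0.112 with the ds-cDNA method. The counts of this fit therefore rest on an equal spread that the data did not show. Leaving out any 1 of the 6 arrays of a method lowered its count at 99% confidence, to between 280 and 341 with the direct random method, between 100 and 124 with the indirect method and between 33 and 54 with the ds-cDNA method.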

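The fold-change exceeded 2 in either direction for 44 genes with the direct random method, 51 with the indirect method and 38 with the ds-cDNA method. At 99% confidence limma called 41 (93.2%), 51 (100%) and 37 (97.4%) of them. The methods' t-test called 37 (84.1%), 30 (58.8%) and 11 (28.9%), so the share was highest with the direct random method in that test and not in limma. With a replicate block limma called 41 (93.2%), 51 (100%) and 18 (47.4%).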

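At 99% confidence 280 genes were higher and 258 lower in EPY330 with the direct random method, 127 higher and 68 lower with the indirect method, and 76 higher and 27 lower with the ds-cDNA method. At 95% confidence the numbers were 631 and 657, 257 and 264, and 216 and 147. Genes with a fold-change above 2 made up 42, 51 and 38 of the calls at 95% confidence. The balance of directions depended on the scaling. After median centring the direct random method gave 265 higher and 311 lower genes at 99% confidence and 569 and 769 at 95%. The indirect and ds-cDNA methods then gave 128 and 68, and 75 and 34, at 99%.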

Lowering the significance level to 95% increased the number of genes found by each method considerably regardless of the fold-change. Similar numbers of differentially expressed genes were found when comparing the direct random method at a significance level of 99% with the other two methods at 95% (Table 3). 

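The 538 genes of the direct random method at 99% confidence stood beside 521 genes of the indirect method and 363 of the ds-cDNA method at 95%. In a test on simulated data, in which 200 of 5739 genes were given a known change, limma at 95% confidence recovered 97% of them from direct random arrays, 92% from indirect arrays and 88.5% from ds-cDNA arrays, with 8, 7 and 7 false calls. Each change given was larger than the median fold-change of the genes called at 95% confidence. These medians were 1.22, 1.35 and 1.40 with the direct random, indirect and ds-cDNA methods. Recovery of smaller changes was not tested.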

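At 99% confidence limma called 573 different genes with any of the 3 methods and 77 with all of them. Another 92 genes were shared by the direct random and indirect methods alone, 16 by the direct random and ds-cDNA methods alone, and 1 by the indirect and ds-cDNA methods alone. With the methods' t-test, 136 genes were called with any method and 9 with all of them.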

The direct random method found the largest number of significantly differentially expressed genes (126) at 99% confidence (136 different genes total across all three methods) (Figure 2A). Very few differentially expressed genes were found exclusively by either the indirect or the ds-cDNA methods (Figure 2A), whereas many such changers were uniquely found by the direct random method. 

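Of the genes called at 99% confidence, 25 were unique to the indirect method, 9 to the ds-cDNA method and 353 to the direct random method. The methods' t-test left 9, 1 and 93 such genes. The order changed with 1 fit of all 18 arrays, which left 160, 236 and 88, and with a replicate block, which left 93, 0 and 75. The fit of all 18 arrays takes the spread as equal between methods, which it was not. Without replicate 2 of EPY338 with the direct random method, the number unique to that method was 125, the lowest of the 18 fits that left out 1 array, and without replicate 2 of EPY338 with the indirect method it was 411, the highest. A gene called with 1 method and missed with another was not by this shown to differ between them.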

Most of the differentially expressed genes unique to the direct random method were found to have a modest (< 2) fold-change (Table 3). 

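The fold-change was below 2 for 351 of the 353 genes (99.4%). With the methods' t-test this held for 85 of 93 genes (91.4%).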

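The median fold-change of the genes called by limma at 99% confidence, counted in either direction, was 1.33 with the direct random method, 1.61 with the indirect method and 1.83 with the ds-cDNA method. Among the genes called by the methods' t-test it was 1.56, 2.79 and 4.15. The order of the methods was the same with both tests but changed with other settings of limma. In 1 fit of all 18 arrays the medians were 1.40, 1.37 and 1.37, highest with the direct random method. With a prior variance with a trend they were 1.27, 1.50 and 1.44, and without the dimmest 25% of the genes 1.31, 1.58 and 1.53, highest with the indirect method.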

Overall, the median fold-change (in any direction) of the genes found at 99% confidence was 4.15 for the ds-cDNA method, 2.79 for the indirect method and 1.56 for the direct random method. 

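A fold-change between 1.3 and 2 in either direction was measured for 308 genes with the direct random method, 344 with the indirect method and 363 with the ds-cDNA method. Their median adjusted p with limma was 0.00165, 0.0137 and 0.0320. At 95% confidence limma called 307, 282 and 227 of them. At 99% confidence the methods' t-test called 59, 6 and 1.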

The smaller median fold-change of genes changing with high confidence suggests that the direct random method generally provided higher statistical confidence in lower fold-change values. These results can be explained by the higher correlation between replicates obtained with this method (Table 2), which translate into better *p*-values on the fold-change determined, especially for genes with smaller fold-change (Figure 3). This could possibly be due to the fewer manipulations in the direct random method compared to the other two methods, reducing experimental variability and providing greater precision. However, it is difficult to determine if these genes are really changing or are the result of a loss of specificity. 

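The SD of a gene's log2 intensity between replicates, pooled over both strains, had a median of 0.073 with the direct random method, 0.102 with the indirect method and 0.112 with the ds-cDNA method. It was smaller with the direct random method than with the indirect method for 73.0% of the genes and than with the ds-cDNA method for 70.6%. The median size of the log2 fold-change was 0.10 with the direct random method, 0.10 with the indirect method and 0.11 with the ds-cDNA method. Without replicate 3 of EPY338, the median SD of the indirect method was 0.086, still above that of the direct random method. From the higher correlation between replicates the paper reasons that the direct random method gives better p-values, above all for genes with a small fold-change.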

The large representation of the rRNA species in the direct random product can potentially cause non-specific hybridization. Although the probe design and hybridization conditions used should provide the required specificity, additional controls, such as a large number of array features with random sequences, and samples, e.g. depleted of rRNA or purified mRNA, would have been necessary to assay and compare specificity of the methods and determine more appropriate statistical cut-offs.

**Figure 2:**
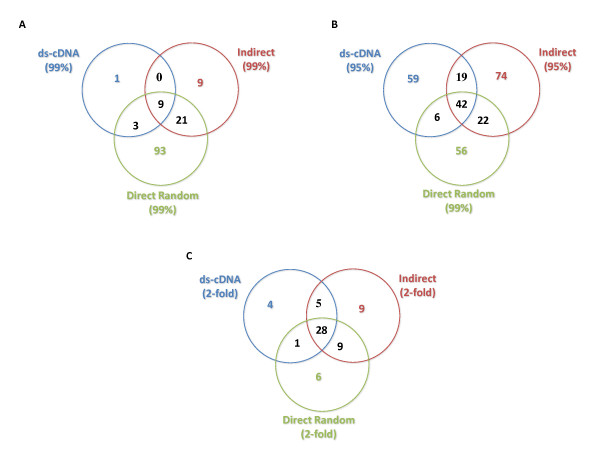
**Overlap of differentially expressed genes found by each labeling method at different confidence intervals**.

**Figure 3:**
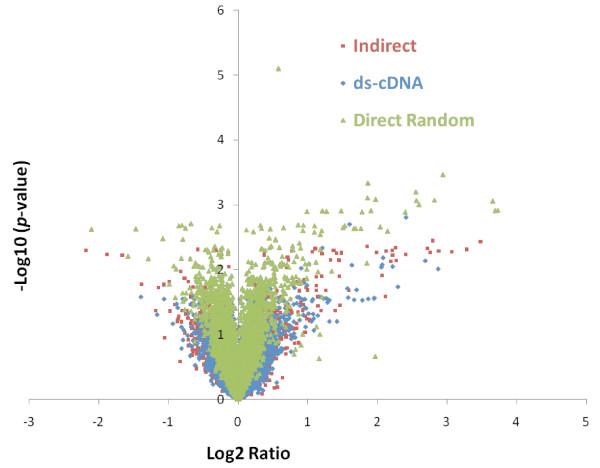
**Distribution of *p*-values**.

**Table 3:** Number of statistically significant differentially expressed genes at different confidence intervals.

	99%	95%	90%
**ds-cDNA**	13 (11)	126 (32)	329 (38)
**Indirect**	39 (30)	157 (48)	385 (50)
**Direct Random**	126 (37)	653 (40)	1242 (42)

In parentheses, number of genes with a fold-change greater than 2 (in any direction) in this category.

In order to analyze comparable numbers of differentially expressed genes for the three methods, we chose a 95% confidence interval for the data from the indirect and ds-cDNA methods and 99% confidence interval for the direct random (Table 3 and Figure 2B). 

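With the direct random method at 99% confidence and the others at 95%, 885 genes were called by any method and 171 by all. Of the direct random genes 63.0% were also called by another method, of the indirect genes 62.4% and of the ds-cDNA genes 65.8%. With the methods' t-test the shares were 56.3%, 52.5% and 53.1%.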

Using these criteria, a similar proportion (53-56%) of differentially expressed genes found by any method was also found by other methods (Figure 2B). Overlap between the methods increases substantially when comparing the genes with the largest fold-change values (> 2), most of which were found by more than one method (Figure 2C).

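Without a test, 62 genes had a fold-change above 2 with at least 1 method. Of these, 43 (69.4%) exceeded 2 with more than 1 method and 28 with all 3. The fold-change exceeded 2 only with the direct random method for 6 genes, only with the indirect method for 9 and only with the ds-cDNA method for 4. Left out in turn, replicates 1, 2 and 3 gave 66, 68 and 68 genes above 2 with any method.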

However, it is possible that any given threshold may introduce a bias as to which genes are represented in each group. In order to more accurately compare the global correlation between the fold-change values obtained with each method, we omitted a statistical cut off for the following comparisons. All three methods agree largely as to the direction of change in gene expression (upregulated or downregulated). 61 out of the 62 genes with a fold-change > 2 with any method were found to be changing in the same direction across all methods. 

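In the fold-changes computed here, 60 of the 62 genes had the same direction with all 3 methods. The exceptions were YHL048C-A and YMR158C-A. Both lay above 2 with the direct random method alone and were not differentially expressed with the others. Without replicates 1, 2 and 3 in turn, 63 of 66, 67 of 68 and 62 of 68 genes shared the direction.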

The only gene with inconsistent data across the three methods was also associated with a high *p*-value (> 0.2) in all methods. 

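With the direct random method the fold-change of YHL048C-A was 2.25, from log2 intensities of 8.79 ± 0.92 (SD, n = 3) in EPY330 and 7.62 ± 0.17 (SD, n = 3) in EPY338. Its adjusted p was 0.0765 with limma and 0.234 with the methods' t-test. The fold-change was 1.01 with the indirect method and 0.997 with the ds-cDNA method. For YMR158C-A the direct random fold-change was 3.92, from 10.53 ± 1.42 (SD, n = 3) and 8.56 ± 0.49 (SD, n = 3), with an adjusted p of 0.0656 from limma and 0.217 from the methods' t-test. Its fold-change was 0.952 with the indirect method and 1.00 with the ds-cDNA method. The sign of the indirect and ds-cDNA values of both genes changed when single replicates were left out. Without replicate 2 of EPY330, the direct random fold-changes were 1.56 for YHL048C-A and 2.25 for YMR158C-A, and both genes were then called at 95% confidence (adjusted p 0.0211 and 0.0378). Without replicate 3 of EPY330 the adjusted p was 0.0423 and 0.042, and with 1 fit of all 18 arrays 0.0118 and 0.00662. Over all alternatives it ran up to 0.234 and 0.217 with the methods' t-test.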

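The direction of change was the same with all 3 methods for 3291 of the 5739 genes (57.3%), where 25% would share it by chance. With single replicates left out the share was between 50.9% and 56.1%, and after median centring it was 59.9%. The other 2448 genes had a mean fold-change of 1.004 with an SD of 0.092, and their adjusted p averaged 0.597 with limma and 0.605 with the methods' t-test. Of these 2448 genes, 91.4% were not called by limma with any method at 95% confidence and 98.4% were not called at 99%. With the methods' t-test the shares were 96.3% and 99.6%.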

Overall, 3,297 genes (57.4%) changed in the same direction across all three methods; 99.7% of the genes that don't agree may not be significantly changing (the average fold-change for these genes is 1.00 with a standard deviation of 0.09; their mean *p*-value is 0.6). 

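The genes called by limma, at 99% confidence with the direct random method and at 95% with the others, had a median log2 intensity of 10.40 with the direct random method, 10.26 with the indirect method and 10.33 with the ds-cDNA method. Over all genes the medians were 10.00, 10.01 and 10.12. Of the called genes 13.8%, 14.0% and 15.4% lay among the dimmest 25% of all genes and 28.1%, 26.5% and 26.7% among the brightest 25%. With the methods' t-test the shares among the dimmest 25% were 15.9%, 12.0% and 30.5%.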

All three methods produced similar distributions of significantly differentially expressed genes across the range of signal intensities observed (Figure 4).

**Figure 4:**
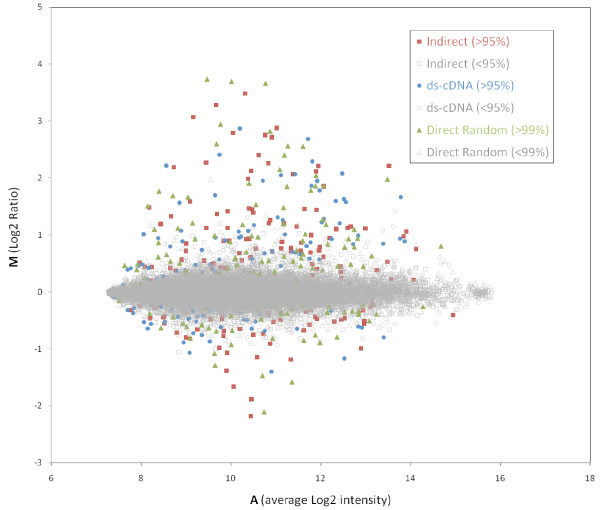
**MA plot**. The statistical cut-offs used for each series are shown in parentheses.

The correlation of fold-change values across methods is arguably the best way to effectively compare methods because it plays a major role in the selection of gene lists and in the interpretation of the results in a biological context. Furthermore, since each method is very reproducible, it would be expected that the differences between the cDNA populations produced by the each type of labeling would be similar in both control and experimental samples and thus produce similar fold-change values.

However, in our dataset, the fold-change values from the indirect method correlated best with those from our direct random method (R^2 ^= 0.87), but the correlations were not as good for the other comparisons (Figure 5). 

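Across all 5739 genes the R² of the fold-change values was 0.866 (jackknife standard error over replicates 0.032) for direct random against indirect, 0.600 (standard error 0.021) for direct random against ds-cDNA and 0.693 (standard error 0.034) for indirect against ds-cDNA. Genes are not independent replicates, and no p is given. Without YGR035C, HXT11 and HXT9 R² was 0.830, 0.625 and 0.662. The square of the rank correlation was 0.479, 0.378 and 0.369. On log2 fold-changes R² was 0.734, 0.569 and 0.597. Direct random against indirect gave the highest of the 3 values on each of these scales.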

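Among the 62 genes with a fold-change above 2 with any method, R² was 0.882 for direct random against indirect, 0.531 for direct random against ds-cDNA and 0.678 for indirect against ds-cDNA. Over these genes the slope of the log2 fold-changes was 0.98 for indirect fitted on direct random values. It was 0.65 for ds-cDNA fitted on direct random values and 0.68 for ds-cDNA fitted on indirect values.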

Similar trends were observed even when only genes with fold-change greater than 2 (by any method) were considered (not shown). 

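Whether the EPY330/EPY338 fold-change itself differed between methods was tested per gene by the interaction of strain and method, with limma on all 18 arrays. No gene differed at 95% confidence between the direct random and indirect methods, where 325 of 5739 genes had an unadjusted p under 0.05 and 287 would by chance, and a prior variance with a trend gave 4 genes. Between the direct random and ds-cDNA methods 33 genes (0.58%) differed, 18 with a higher log2 fold-change with the direct random method. Between the indirect and ds-cDNA methods 40 genes (0.70%) differed, 21 with a higher log2 fold-change with the indirect method, and after median centring 27 of 42. Without single replicates the 2 counts were 7 to 13 and 8 to 15. Among the genes past the threshold the largest measured difference was that of CIS1 (YLR346C). YMR158C-A differed by 1.97 between direct random and ds-cDNA without passing the threshold (adjusted p 0.233). CIS1 had log2 fold-changes of 2.94 (standard error 0.044), 2.79 (standard error 0.079) and 1.01 (standard error 0.054) with the direct random, indirect and ds-cDNA methods. Its adjusted p was 5.04e-10 for direct random against ds-cDNA and 1.86e-09 for indirect against ds-cDNA. The ds-cDNA intensity of CIS1 in EPY338 was 7.55 ± 0.02 (SD, n = 3), near the lowest intensities on the arrays, so its rank is not established. HXT3 (YDR345C), whose ds-cDNA intensity was 14.61 ± 0.11 (SD, n = 3) in EPY330, had a log2 fold-change of 2.88 with the indirect method and 1.66 with the ds-cDNA method (adjusted p of the difference 0.00019). HUG1 (YML058W-A) fell with every method, with log2 fold-changes of -1.58, -1.88 and -0.64 (adjusted p 2.35e-05 for indirect against ds-cDNA). HXT11 (YOL156W) and HXT9 (YJL219W) had ds-cDNA log2 fold-changes of 2.07 and 1.95, below those with the direct random method by 1.63 and 1.78 (adjusted p 1.57e-06 for both), but they are members of one gene family and probes that match both cannot be excluded.

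**Figure D2:**
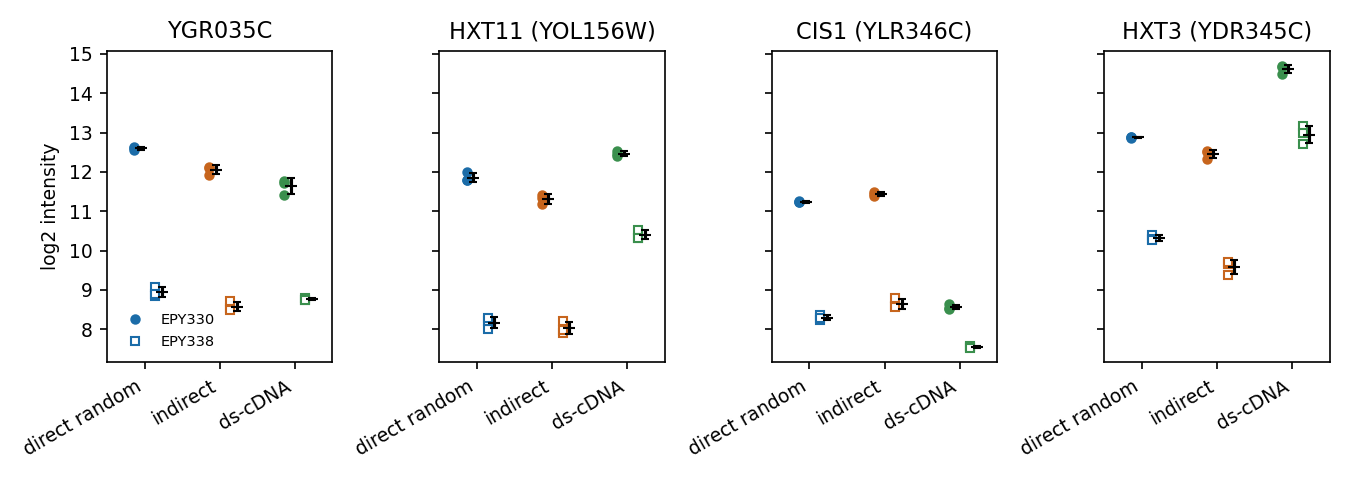
Log2 intensity (vertical axis) of 4 genes on each array, by labeling method and strain. Points are arrays and black bars are the mean ± SD of 3 arrays. The distance between EPY330 and EPY338 is smallest with the ds-cDNA method for all 4 genes.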

The modest correlation coefficients of fold-change values obtained when comparing the indirect and the direct random datasets with the ds-cDNA dataset were surprising at first. However, studies comparing microarray results often find relatively low correlations. For example, the MicroArray Quality Control (MAQC) project data shows only 70-85% concordance of qualitative gene calls (presence or absence) across different test sites using the same platform (i.e., a commercial microarray and its recommended labeling method) [7] and correlation coefficients of fold-change values ranging from 0.53 to 0.92 between platforms [8].

**Figure 5:**
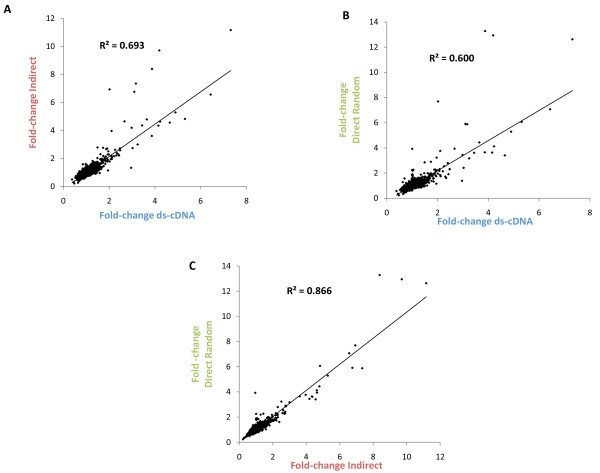
**Correlation of fold-change values obtained with the different labeling methods**. A: indirect labeling *vs*. ds-cDNA methods. B: direct random *vs *ds-cDNA. C: direct random *vs*. indirect.

Despite the specific differences in measured fold-change (and statistical confidence in these measurements) across labeling methods, the results are globally similar and suggest that the biological interpretation and conclusions from these experiments would be similar. 

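PDR16 (YNL231C), PDR15 (YDR406W) and HXT4 (YHR092C) were among the genes with the largest fold-changes, and their log2 fold-changes were similar across methods. For PDR16 they were 2.82 (standard error 0.058), 2.71 (standard error 0.093) and 2.69 (standard error 0.082) with the direct random, indirect and ds-cDNA methods, for PDR15 2.40, 2.40 and 2.29, and for HXT4 2.60, 2.27 and 2.41. IMA5 (YJL216C) reached 1.77, 2.19 and 2.22. Its EPY338 intensities, 7.51, 7.63 and 7.45, were near the lowest on the arrays with every method, which limits its fold-changes. In none of these 4 genes did a pair of methods differ at 95% confidence, the smallest adjusted p of a difference being 0.164 for IMA5 between the direct random and ds-cDNA methods. All 4 were higher in EPY330 on every array of each method.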

To assess this hypothesis, we examined gene ontology categories. First, since we used an experimental system very similar to the one used in an experiment published elsewhere [9], we examined categories expected to have a number of genes differentially expressed based on this study. All three methods were able to detect a similar number of significantly changing genes in three important categories (Table 4), suggesting similar conclusions from all three methods. We also took an unbiased approach where we compared the 15 GO categories with the most genes differentially expressed genes between labeling methods. Here we omitted GO categories with more than 500 genes in an attempt to avoid the broad, less meaningful categories. Most of the categories found to contain the most differentially expressed genes by one given method were also found by other methods, but each method also found unique categories based on these criteria. The direct random method detected the most unique categories (Figure 6). However, several arbitrary cut offs used here can affect the representation of each category and this data should be considered as indicative at best. Furthermore, we cannot conclude that the unique categories found by any method provided additional biological insight supporting the differences observed without extensive individual validation with a variety of techniques, which is beyond the scope of this work. In general, the results from the three methods were predominantly overlapping, supporting the idea that similar global biological conclusions would be extracted from the data produced by each method.

**Figure 6:**
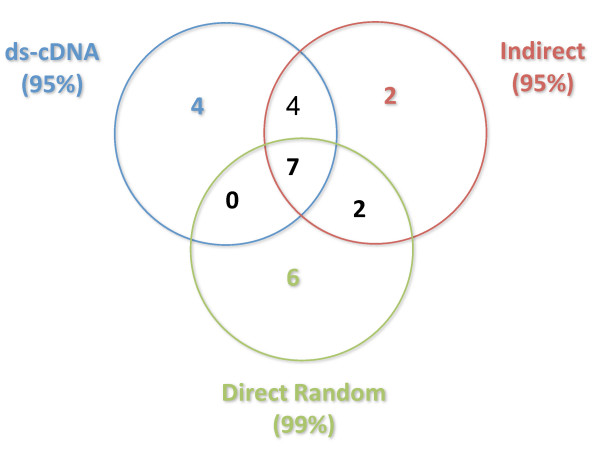
**Overlap of the 15 GO categories (with less than 500 genes) with the most significantly differentially expressed genes for the three labeling methods**. The statistical cut-offs used to generate the lists of differently expressed genes for each method are shown in parentheses.

**Table 4:** Number of differentially expressed genes in selected GO categories.

	Direct Random (99% - 126 genes)	Indirect (95% - 157 genes)	ds-cDNA (95% - 126 genes)
**Response to stress**	15	18	11
**Response to chemical stimulus**	23	23	19
**Transport**	36	34	24

### Comparison with other gene expression technologies

Microarray data can be affected by numerous artefacts, resulting in expansion or compression of fold-change values. To determine if one labeling method provides a more accurate estimate of fold-change over the others, we conducted qPCR analysis on a small set of genes. We selected target genes presenting 1) good *p*-values across labeling methods but different fold-change values, 2) genes found as changing but with different statistical significance levels for different methods, or 3) significantly changing in some cases but not in others. The qPCR results and comparison with microarray data are summarized in Table 5. 

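SPG1 (YGR236C), chosen by the authors for qPCR, fell in EPY330, with a fold-change of 0.410 with the direct random method, 0.383 with the indirect method and 0.677 with the ds-cDNA method, and the ds-cDNA value differed from both others (adjusted p 0.00336 and 0.000809 for the interaction in limma). YGR035C reached 12.6, 11.2 and 7.31, and its ds-cDNA value was lower than both others (adjusted p 0.00558 and 0.0417). SNQ2 (YDR011W) rose 3.44-fold, 4.19-fold and 2.98-fold and FMP48 (YGR052W) 3.17-fold, 3.00-fold and 3.24-fold, without a difference between methods at 95% confidence. YPI1 (YFR003C) was called with the ds-cDNA method only, at a fold-change of 0.819 (adjusted p 0.0194), and leaving out any 1 of the 6 ds-cDNA arrays raised its adjusted p above 0.05. Its fold-changes with the direct random and indirect methods were 0.990 and 0.908, and the difference between methods was not past the threshold (smallest adjusted p 0.263). Every one of the array fold-changes of SPG1, YGR035C, SNQ2 and FMP48 was called at 95% confidence by limma and by the methods' t-test.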

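The fold-changes of the 11 genes in Table 5 were compared with the paper's qPCR values by 6 correlations over both technologies and the 3 methods, each across genes, which are not independent replicates. With qPCR, R² was 0.926 for the indirect method (r = 0.962, permutation p = 1e-05, the smallest the resamples can give, Benjamini-Hochberg adjusted 6e-05). It was 0.852 for the direct random method (r = 0.923, permutation p = 3e-05, adjusted 9e-05) and 0.824 for the ds-cDNA method (r = 0.908, permutation p = 0.00062, adjusted 0.00093). Spearman's rho was 0.963, 0.954 and 0.872 for the indirect, direct random and ds-cDNA methods (permutation p 4e-05, 1e-04 and 0.00094, adjusted 0.00024, 3e-04 and 0.00188). Without the 2 genes farthest from the median, YGR035C and HXT11, r was 0.943, 0.909 and 0.652. On log2 fold-changes R² was 0.941, 0.916 and 0.827. YNL072W and YLR185W, among the 11 genes, are the qPCR reference genes, which the paper chose for array fold-changes closest to 1. Their agreement was fixed by this choice and counts toward the R² and permutation p values above. Without these 2 genes R² of the fold-changes was 0.915, 0.832 and 0.796 for the indirect, direct random and ds-cDNA methods.

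**Figure D3:**
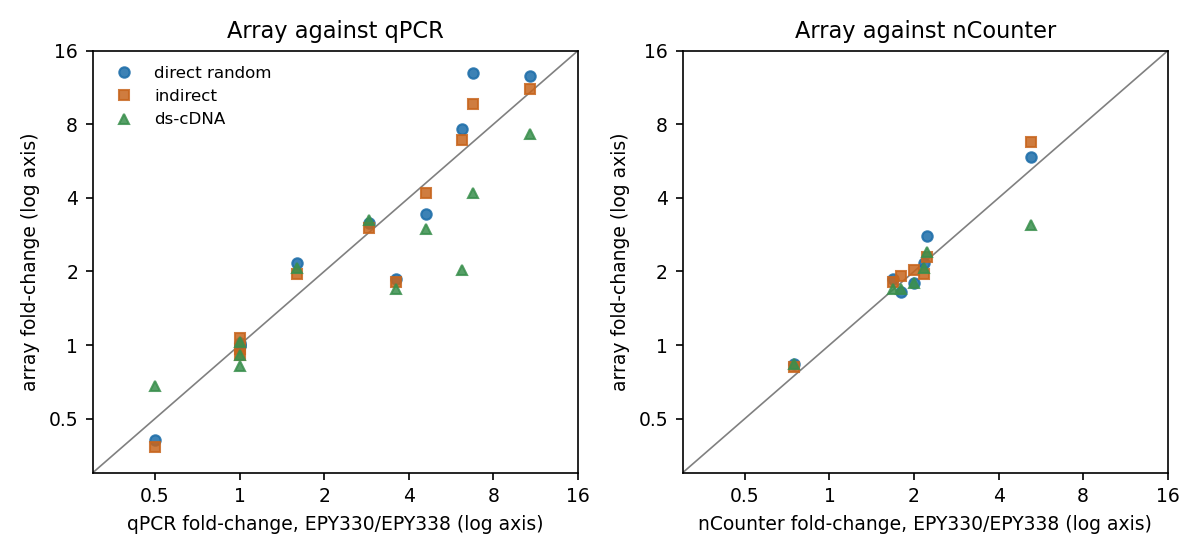
Array fold-change (vertical log axis) against the paper's qPCR value for 11 genes and its nCounter value for 7 genes (horizontal log axes), by labeling method. Each point is 1 gene and the grey line marks equal values. In the qPCR panel the ds-cDNA point of CIS1, at 2.02, lies farthest below the line.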

The qPCR data is generally in agreement with the array data, the best correlation coefficient being obtained with the indirect method (R^2 ^= 0.933), whereas the other two labeling methods correlated similarly less well with the qPCR data (0.85 and 0.83, for the direct random and the ds-cDNA methods, respectively). These correlation values between the array and the qPCR data are similar to the correlations obtained by others between microarray data from different platforms and TaqMan [7] or SYBR Green [10] qPCR data, whereas in another study the mean correlation coefficients ranged from 0.69 to 0.89 [8]. However, it should be noted that we used an oligo(dT) priming strategy for the RT reaction which was then used as a template for the qPCR. Further, the primer design was biased towards the 3'end of the genes. These factors may introduce a bias that improves the correlation between qPCR and microarrays that used oligo(dT)-primed cDNA labeling methods, namely the indirect and the ds-cDNA methods.

**Table 5:** Fold-change data comparison between different microarray labeling methods and qPCR for selected genes.

	Fold-change			
	
Gene	Microarrays			
		
	Direct Random	Indirect	ds-cDNA	qPCR
YNL072W (*RNH201*; Ref1)	1.0	1.0	1.0	1.0
YLR185W (*RPL37a*; Ref2)	1.0	1.1	0.9	1.0
YBL005W (*PDR3*)	2.2**	1.9	2.1	1.6**
YDR011W (*SNQ2*)	3.4**	4.2*	3.0*	4.6**
YDL020C (*RPN4*)	1.9**	1.8*	1.7	3.6**
YFR003C (*YPI1*)	1.0	1.1	0.8**	1.0
YGR035C	12.6**	11.7**	7.3**	10.8**
YGR052W (*FMP48*)	3.2**	3.0*	3.2*	2.9**
YGR236C (*SPG1*)	0.4**	0.4*	0.7*	0.5**
YLR346C	7.7**	6.9**	2.0**	6.2**
YOL156W	12.9**	9.7**	4.2**	6.8**

(* *p*-value < 0.05; ** *p*-value < 0.01)

We also had access to data collected using a new gene expression technology, the NanoStrings nCounter [11], to estimate the relative expression of 205 yeast transcription factors in these RNA samples. The advantages of the nCounter system over other technologies reside in the absence of enzymatic bias and in that the absolute abundance of each transcript is established by counting directly the number of RNA molecules for that transcript in the sample [11]. From this dataset, we used 7 transcription factors found to be significantly differentially expressed (*p*-values < 0.05), and compared the fold-change values for these genes with the data obtained by microarrays for each labeling method (Table 6). Both the indirect and the direct random methods present an excellent correlation coefficient with the nCounter data (0.981 and 0.975, respectively), while the ds-cDNA method's correlation was lower (0.842).

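For the 7 genes of Table 6, R² with the paper's nCounter values was 0.975 for the direct random method (r = 0.987, exact permutation p = 0.000992), 0.981 for the indirect method (r = 0.990, exact permutation p = 0.000992) and 0.841 for the ds-cDNA method (r = 0.917, exact permutation p = 0.000397). Adjusted over the 6 correlations, the exact p values were 0.000992, 0.000992 and 0.000794. Spearman's rho was 0.893, 0.964 and 0.964 (exact p 0.0123, 0.00278 and 0.00278, adjusted 0.0123, 0.00334 and 0.00334), without the order of the methods seen in R². MIG2 (YGL209W) had the largest fold-change of the 7, at 5.91, 6.76 and 3.10 with the direct random, indirect and ds-cDNA methods, and the ds-cDNA value was lower than the others (adjusted p 0.000228 and 2.87e-05, limma interaction). Without MIG2 and YFL052W, the genes farthest from the median, r was 0.773, 0.782 and 0.886, so the higher values of the direct random and indirect methods rested on these genes. On log2 fold-changes R² was 0.957, 0.974 and 0.924.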

**Table 6:** Fold-change data comparison between different microarray labeling methods and the nCounter technology for select genes.

	Fold-change			
	
Gene	Microarrays			
		
	Direct Random	Indirect	ds-cDNA	nCounter
YBL005W (*PDR3*)	2.17**	1.95	2.07	2.17**
YDL020C (*RPN4*)	1.87**	1.82*	1.7	1.69*
YDL048C (*STP4*)	1.80**	2.03	1.80*	2.00**
YER130C	2.79**	2.30*	2.40*	2.22**
YFL052W	0.84	0.81	0.84	0.75*
YGL209W (*MIG2*)	5.91**	6.76**	3.10**	5.20**
YMR016C (*SOK2*)	1.65*	1.91*	1.69	1.80*

(* *p*-value < 0.05; ** *p*-value < 0.01)

It has been shown that the fold-change values obtained in qPCR are highly dependent on the method used [12], and despite our efforts to use methods considered to be the most accurate, specific genes may still have unpredictable biases making comparison across methods difficult. For example, two genes (*RPN4 *and *PDR3*) present in both the qPCR and the nCounter data sets showed relatively different fold-change values with the two methods (Tables 5 and 6). 

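On the arrays RPN4 (YDL020C) had a fold-change of 1.87 with the direct random method (adjusted p 3.42e-05, limma), 1.82 with the indirect method (adjusted p 0.000851) and 1.70 with the ds-cDNA method (adjusted p 0.0119). The ds-cDNA change was not called at 95% confidence without replicate 2 of EPY338 (adjusted p 0.0523), with the methods' t-test (0.0751) or with a replicate block (0.0708), and the adjusted p was 1.57e-05 with 1 fit of all 18 arrays. The values for PDR3 (YBL005W) were 2.17, 1.95 and 2.07 (adjusted p 4.71e-05, 0.00397 and 0.00607), and the methods' t-test called only that with the direct random method at 95% confidence. No difference between methods was past the threshold for either gene (smallest adjusted p 0.8).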

In the absence of known or expected fold-change values in this data set, it is not possible to assign greater accuracy to any of the methods. Furthermore, both our qPCR and nCounter datasets are very small and have been chosen arbitrarily, and no method has shown a clear superiority over the others in estimating fold-change values. However, all three methods broadly produced similar, reproducible results and would be considered suitable sample preparation protocols for microarray workflows.

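The log2 intensities of the 3 EPY330 arrays lay all above or all below those of the 3 EPY338 arrays for 41.3% of the genes with the direct random method, 30.2% with the indirect method and 29.2% with the ds-cDNA method, where chance gives 10%.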

## Conclusion

The goal of this work was to introduce a labeling method that is comparable to currently used protocols but reduces sample cost and labeling time. Despite lower dye incorporation and global fluorescence of the array, the new direct random method provided excellent reproducibility across replicates, possibly because of the minimal manipulations. In order to present a generally useful protocol, no attempts were made to try to optimize different parameters in the labeling protocol or the amount of labelled cDNA hybridized to the array. We used a typical number of arrays for a given sample comparison in a large scale screening experiment. Slightly different results could be expected with different source materials, microarray platforms or hybridization conditions and optimization of certain parameters or larger number of replicates may be beneficial for particular systems. However, the successful use of the direct random method with eukaryotic RNA samples suggests that this method would be universally applicable independent of the source of RNA. Furthermore, the method could be adapted for samples of limited abundance such as fixed sections, sorted cells or environmental samples, provided that an RNA amplification step is performed before the labeling. The simplicity of our method also makes it amenable to automation using a relatively simple liquid handling robot for very high throughput microarray applications. In this scheme, 96 RNA samples could be reverse-transcribed, labeled and purified at once, and hybridized to 8 NimbleGen, 12-plex, microarray slides in a single day by one person.

## Methods

### Biological material and RNA extraction

The *S. cerevisiae *strains used in this study are engineered strains EPY330 and EPY338 described previously [9]. Briefly, three independent colonies for each strain were pre-cultured in SD-His-Met-Leu medium and used to inoculate 5 ml of YPG medium [9] for induction at 30°C in culture tubes. Cells were harvested after 24 h of induction by quick centrifugation and immediately frozen in liquid nitrogen, disrupted with glass beads in a bead-beater and total RNA was extracted using the RNeasy Mini kit (QIAGEN), including the on-column DNAse treatment. RNA was quantified by spectrophotometry with a Nanodrop ND-1000 (Thermo Scientific) and its integrity verified on a 2100 Bioanalyzer (Agilent). Equal amounts of RNA from each replicate culture were pooled for each strain and used for microarray labeling and hybridization, qPCR and the nCounter analysis. All gene expression ratios in this paper are expressed as EPY330/EPY338.

### Microarrays

For each labeling reaction, 10 μg of total RNA was used as starting material regardless of the labeling method. For the new direct random method, 7 μg of 5'Cy3 random nonamers (TriLink Biotechnologies, San Diego, CA) were added to the total RNA for a volume of 18.5 μl, heat denatured at 70°C for 5 minutes and placed on ice immediately. The remainder of the RT reaction components (6 μl of 5× First-Strand buffer, 1.5 μl of 0.1 M DTT, 1 μl of 10 mM dNTPs, 2 μl of 400 U/μl SuperScriptIII (Invitrogen) and 1 μl of 40 U/μl RNAseOut) were added and the reaction incubated at 25°C for 5 minutes and at 42°C for 3 h. Template RNA was chemically hydrolysed by addition of 1 volume of a 200 mM NaOH, 20 mM EDTA solution and incubation at 65°C for 10 minutes. The hydrolysis reaction was neutralized with 1 volume of 1 M HEPES, pH 7.0 and the labeled cDNA purified on a Qiaquick column (QIAGEN) following the manufacturer's recommendations for PCR purification. For the ds-cDNA protocol, the labeling method was carried out as recommended by NimbleGen [6], except that the components for the ds-cDNA synthesis were purchased separately and SuperScriptIII was used for the first strand cDNA synthesis. For the indirect method, the SuperScript Plus Indirect cDNA Labeling System (Invitrogen) was used with Alexa Fluor 555 reactive dye (Invitrogen) following the manufacturer's recommendations, except for the chemical hydrolysis of RNA and cDNA purifications, which were carried out as described above for the direct random method with the exception that the kit wash buffer in the first cDNA purification was replaced with 80% ethanol.

cDNA yields and dye incorporation were obtained with the Nanodrop ND-1000, using a factor of 37 for ss-cDNA or a factor of 50 for ds-cDNA. Amounts of cDNA to be hybridized to each array (Table 1) were aliquoted and dried in a SpeedVac (Thermo Scientific). NimbleGen *S. cerevisiae *4-plex expression microarrays (cat. # A6186-00-01) were used, and targets labeled with the different methods were randomly distributed on 5 microarray slides. Hybridization on a 12-bay NimbleGen Hybridization System and array washes were performed as recommended by NimbleGen [6]. Individual array images were acquired independently using a GenePix Professional 4200A scanner (Axon Instruments), adjusting the PMT gain for each image as recommended [6]. Image analysis was performed with the NimbleScan software (Nimblegen), and feature intensities were exported as .pair files. ArrayStar 3.0 (DNASTAR, Madison, WI) was used for probe summarization and normalization (RMA algorithm, quantile normalization), statistical analysis of differentially expressed genes (Student's *t*-test with Benjamini-Hochberg false discovery rate correction) and gene ontology analysis. The entire microarray data set is available at the Gene Expression Omnibus (accession GSE15816).

### Other gene expression measurements

For qPCR, three independent RT reactions were performed for each RNA sample. Briefly, for each reaction, 1 μg of RNA was reverse-transcribed with SuperScriptIII (Invitrogen) using an oligo(dT) primer following the manufacturer's recommendations. The cDNA reactions were treated with RNAse H and diluted 10-fold; 3 μl of the diluted template was used in the qPCR reactions. The PerfeCTa SYBR Green SuperMix (Quanta Biosciences, Gaithersburg, MD) was used as recommended on a StepOnePlus instrument (Applied Biosystems). Primers were designed with the VectorNTi 10 software (Invitrogen) (Tm 60-65°C, primer length 20-25 bases, 40-60% GC, amplicon size 115-175 bp) with a preference towards the 3' end and are listed in Table 7. For each gene, two replicates of each cDNA were run (*n *= 6 for each RNA sample) and the coefficient of variation on the C_T _of replicates was < 1.7% for all replicate measurements. Efficiency of individual PCR reactions was determined with the LinRegPCR tool [13], and efficiency of all reactions with the same target amplicon was averaged as in the (PavrgE)^Ct ^model [14] and used in the Pfaffl equation [15] to obtain efficiency-corrected, normalized relative quantification values. Two genes (YNL072W and YLR185W) were selected as reference genes in this experiment based on the average fold-change across the entire microarray data set (closest to 1); their C_T _and PCR efficiency were averaged for ratio calculations of target genes ran on the same qPCR plate. 

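Over the arrays of all 3 methods the average fold-change of YNL072W (RNH201) was 1.00003 and that of YLR185W (RPL37A) was 0.99996, ranked 2 and 3 of the 5739 genes by closeness to 1. With the direct random, indirect and ds-cDNA methods the fold-change was 1.00, 0.964 and 1.03 for YNL072W and 1.02, 1.07 and 0.908 for YLR185W. None of these was differentially expressed at 95% confidence, and the sign of the log2 fold-change of YNL072W with each method changed when single replicates were left out.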

In order to determine a *p*-value on the gene expression ratio that takes into account the efficiency and the reference gene normalization, we computed a value *N *proportional to the initial amount of template for each replicate qPCR reaction:

where is *E*_*target *_the average PCR efficiency for that target amplicon across all reactions, *E*_*reference *_is the average efficiency of the two reference genes across all replicates, *Ct*_*Target *_is the C_T _obtained for that target gene in a particular replicate, and *Ct*_*reference *_is the average C_T _for the reference genes across all the replicates in that sample. The values *N *for each group of sample replicates were submitted to a Student's *t*-test (2-tailed, independent samples with equal variance) to obtain a *p*-value.

For the nCounter [11] analysis, RNA from each pool was processed in triplicate by NanoStrings Technologies (Seattle, WA) with probes corresponding to 205 *S. cerevisiae *transcription factors. Raw counts were normalized to the average counts for all control spikes in each sample [11] and the normalized counts in the replicate samples were averaged. In this data set, 7 transcription factors were found to be significantly differentially expressed (*p *< 0.05; *t*-test with Benjamini-Hochberg false discovery rate correction) and used for comparison with the microarray data.

**Table 7:** qPCR primers used in this study.

ORF ID	Gene Name	Forward	Reverse
YBL005W	*PDR3*	GCTTCTGCCTCAGCAGCAAACTCA	GGCTAGGCGCAGAATGTTGTCTTTT
YDR011W	*SNQ2*	CACAACCTGTCTCATTGATGCCTGG	TGAGCCGTTTGGTGGGTTGAAGT
YDL020C	*RPN4*	CAGTATCAGCATCAAACTGCCAGCC	CTGGAATCACTTGGTGAGGATGGTG
YFR003C	*YPI1*	ATGATGATGGATCCTCTTCTTCCGG	GTTGGATTTCATAAGCATTGGGGCT
YGR035C	-	CACCAGCCAAGACTACAAGAACGGA	TGATGGGAACTTTGTCTGCATGTGA
YGR052W	*FMP48*	ATCTGATGTTCGGCGATTGCCTT	TGCTGCAGGCTAACGTGTAGGTCTT
YGR236C	*SPG1*	ATATTATGTTAGGGCTGGTGGGCGC	GCCTTAGTTGTGTCTACGCCGTTGA
YJL219W	*HXT9*	AAGTTGTGGCCTCAAGGAAGCAGTC	TTGCCATTCCTCTTGATTTGACCCT
YLR346C	-	TTGCAGAGTGGGTAGCATGTCCATG	TCCTGGGCAGCCTTGAGTAAATCAT
YOL156W	*HXT11*	ATGCTGCTTTGCTGTGTTTGCCTC	TAACGTAACAGCCGCCTGCCCA
YNL072W	*RNH201*	GGACCACCAGCGTCCTATCAGAAGA	TCATCGGGATCCCTCTTCAAGGA
YLR185W	*RPL37a*	CCTGTTCCTCCTGTGGTTATCCAGC	AAGCAGAGCCGGTTTGGAAACC

## Authors' contributions

MO conceptualized the method. MO and AM designed the experiments. MO conducted experiments and analyzed the data. MO and AM wrote the paper. All authors discussed the results and commented on the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

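Gene expression was measured on 18 NimbleGen arrays of S. cerevisiae, 3 for each combination of 3 labeling methods (direct random, indirect and ds-cDNA) and 2 strains (EPY330 and EPY338). RNA from 3 cultures per strain was pooled, and the 3 arrays of a group are separate labelings of 1 pool, so that replicate spread does not include differences between cultures. All 3 methods labeled the same RNA pools.

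The deposited table holds 1 log2 intensity per gene and array, made by the authors with the RMA algorithm, quantile normalization and summarization of the probes in ArrayStar. The values are not relative to another sample. The range of the values, 7.25 to 15.88 with array medians between 9.99 and 10.12, was checked to be that of a log2 scale. Entries without a value on every array were left out, and 5739 genes remained. No other filter was applied. All 18 columns were used. The genome build of the probe design is not named in the paper, so no coordinates are given. Gene symbols were taken from the yeast annotation of assembly R64 by systematic name, which matched 5733 of the 5739 genes, and the annotation served otherwise only to tell which genes neighbour or overlap each other.

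Fold-changes are EPY330/EPY338 and were computed as 2 to the power of the difference of mean log2 intensities. Within each method, EPY330 and EPY338 were compared with limma 3.58.1 in R 4.3.3 on 6 arrays (lmFit and eBayes with default settings), and p was adjusted by the Benjamini-Hochberg method over all genes. Adjusted p under 0.01, 0.05 and 0.1 are written as 99%, 95% and 90% confidence. Differences between methods in intensity, and in fold-change by the interaction of method and strain, were tested with limma on all 18 arrays with 6 group means. Correlations between arrays are Pearson coefficients of log2 intensities, and R² of fold-changes was computed on the linear scale with a jackknife standard error over the 3 replicate numbers. Array fold-changes were compared with the paper's qPCR and nCounter values by correlation, with 100000 permutations for the 11 qPCR genes and exact enumeration for the 7 nCounter genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

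The same replicate number in both strains was checked for a shared deviation from the group means across genes. With the indirect method the correlations of these deviations were 0.12, 0.15 and 0.25 for replicates 1, 2 and 3, with the direct random method 0.01, -0.10 and -0.04, and with the ds-cDNA method -0.08, 0.02 and -0.19. Each indirect value was over the limit of 0.1 set for pairs. Of the 6 indirect pairs with different numbers 1 had a correlation of 0.205, above 2 of the 3 same-numbered ones, and the others lay between -0.321 and -0.003, so that the evidence for pairs is weak. A replicate block raised the indirect counts to 254, 700 and 1113 genes at 99%, 95% and 90% confidence, within 1.5 times of the unpaired counts. Values without a block are given throughout, as the paper's test was unpaired.

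The limma step and the methods' t-test were tested on simulated data with 200 changed genes of 5739. Noise was drawn independently for each gene and array from the gene's replicate SD with that method. Deviations shared by the genes of an array were therefore absent. Among changes of at least 1 log2 unit, limma recovered 100% with the direct random method, 99.2% with the indirect method and 97.7% with the ds-cDNA method. Over changes of all sizes the methods' t-test recovered 87%, 69.5% and 69.5%. The interaction test recovered between 83% and 89.5% of changed genes with 8 to 42 false calls, the largest number being for indirect against ds-cDNA.

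Genes are named in the text by a rule set before the data were examined: the genes of Tables 5, 6 and 7, for each method the 5 genes with the largest fold-change among those called at 95% confidence with all EPY330 arrays on one side of all EPY338 arrays, genes above 2-fold with one method whose direction was not shared, and for each pair of methods the 3 genes with the largest difference of log2 fold-change past the threshold. Together these are 25 genes. Other genes are named as chosen after their values were seen. The alternatives, also set before the data were examined unless said otherwise, were the methods' t-test on log2 and on linear intensities, 1 fit of all 18 arrays, a prior variance with a trend, a replicate block, median centring, quantile normalization within each method, leaving out the dimmest 25% of the genes, other scales and coefficients for correlations, and leaving out each array or replicate number.

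The gene ontology categories of Table 4 and Figure 6 were not analysed here, and neither were the cDNA yields, dye incorporation and scanner settings of Table 1. The slide on which each array lay is not in the labels, so slides could not enter a fit. Gene length was not tested, since the build of the probes is not named.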

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

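The tests on exchanges after each method's mean was removed, on opposite strands and equally dim genes, on probe matches, on the 4 genes bright in both strains, on mitochondrially encoded RNA, and on lists of equally bright genes were chosen only after the result was seen. Groups of 3 arrays were not tested for single outlying arrays. All methods labeled the same 2 RNA pools, so differences between methods leave no biological explanation to test.

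Fold-changes differed between methods, by a test of the difference itself, for 33 genes between direct random and ds-cDNA labeling and for 40 genes between indirect and ds-cDNA labeling, and for 0 between direct random and indirect labeling. In the planned test, 8 of 100 drawn exchanges of the method labels within each strain gave as many genes for the first comparison, and 8 of 100 for the second, so that chance was not excluded. The third comparison, with 0 genes, is matched by any exchange (100 of 100), which says nothing about it. These exchanges turn differences of intensity between methods into differences of fold-change, with up to 4996 and 5109 genes in an exchange. After each method's mean was taken from every gene, the real labels alone gave as many genes in the first 2 comparisons (1 of 100 each, at most 0 and 4 genes in another exchange), so that chance was excluded for these 2 in this form of the test. On simulated data with 200 changed genes, however, the test made 14 and 42 false calls in these 2 comparisons. Genes among the 33, and above all among the 40, can therefore be false calls. With replicate numbers left out in turn the 33 and 40 genes fell to between 7 and 13 and between 8 and 15.

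Of the named genes 8 were past the threshold in both comparisons with ds-cDNA labeling, each by a test of the difference itself. CIS1 (YLR346C) had the largest measured difference of these in each comparison, with a log2 fold-change of 2.94 with direct random, 2.79 with indirect and 1.01 with ds-cDNA labeling. The difference was 1.93 between direct random and ds-cDNA labeling and 1.78 between indirect and ds-cDNA labeling. For the other 7 genes the log2 fold-change with direct random and with indirect labeling minus that with ds-cDNA labeling was 1.78 and 1.11 for HXT9 (YJL219W), 1.63 and 1.21 for HXT11 (YOL156W), 0.931 and 1.12 for MIG2 (YGL209W), 0.890 and 1.21 for HXT3 (YDR345C), 0.788 and 0.611 for YGR035C, -0.934 and -1.24 for HUG1 (YML058W-A) and -0.723 and -0.822 for SPG1 (YGR236C). The values of HXT9 are not exact, since its EPY338 intensity was 7.60 with direct random and 7.63 with indirect labeling, near the lowest on the arrays. In all 8 genes the direction was the same with the 3 methods and the change smaller with ds-cDNA labeling. Signal shared between HXT9 and HXT11, which are related genes, was not tested. For CIS1 the EPY338 signal with ds-cDNA labeling was 7.55, against a lowest value of 7.25 on any array. Its rank above HXT9 and the others is therefore not established. Among the 44 genes above 2-fold with direct random labeling, the 13 with a smaller ds-cDNA fold-change past the threshold of the test of the difference (35 were smaller at any p) had a ds-cDNA intensity lower by -0.911 log2 units than the others (10.20 against 11.11, permutation p 0.359). For the 4 of the 13 genes that were above the median of all genes in both strains, HXT3, MIG2, HXT11 and RSB1 (YOR049C, chosen after its values were seen), a ds-cDNA signal near background is argued against, since their dimmer strain was at 10.40 or above. For the other 9, of which 7 had their dimmer strain among the dimmest 25% of all genes, CIS1 included, it cannot be told apart from other losses of fold-change, because the test on intensities did not pass. Signal from convergent neighbouring genes that do not overlap was tested as a source of changed fold-changes. The ds-cDNA minus direct random log2 fold-change had a correlation of 0.0292 with the fold-change of the convergent neighbour. For divergent neighbours it was -0.0328 (permutation p of the difference 0.019). The sign is the one such a signal would give, but it accounts for only 0.0855% of the variance across all genes. A share over all genes does not decide for the genes above, whose own neighbours were not tested.

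Mitochondrially encoded genes, which the paper does not discuss, were brighter with indirect than with ds-cDNA labeling by 3.91 log2 units relative to each array's median (exact permutation p 0.00216), and all 19 genes went this way. With direct random labeling they stood at 3.29 ± 0.22 (SD of 6 arrays), with indirect labeling at 3.06 ± 0.32 and with ds-cDNA labeling at -0.86 ± 0.14. The kind of primer alone is argued against as the cause, since both the indirect and the ds-cDNA method prime with oligo(dT). Whether the 2 protocols depend on a poly(A) tail to the same degree was not tested. Between direct random and indirect labeling, which differ in priming, the difference was 0.230 (exact p 0.19), with 11 of 19 genes higher. The genes went both ways. COX3 was brighter with direct random labeling by 4.59 (adjusted p 4.26e-18), Q0255 by 3.90 and COX2 by 2.52, and AI5_BETA was dimmer by 1.41 (adjusted p 1.15e-10), all 4 chosen after their values were seen. Of the 20 genes with the largest rise from indirect to direct random labeling 3 were mitochondrially encoded, where 0.066 would be by chance. For the genes as a set an effect of the primer cannot be told apart from none, because a median over genes that go both ways does not decide it. A lower signal of all bright genes with ds-cDNA labeling is argued against as well. Among 10000 lists of 19 equally bright genes the median difference was 0.50 and the highest 2.14, which puts the mitochondrially encoded genes at percentile 100. What remains open is an unequal dependence on the tail or a loss of these RNAs in another step of the ds-cDNA protocol, neither of which was tested.

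Ribosomal protein genes, not discussed in the paper, were brighter with indirect than with ds-cDNA labeling by 2.23 log2 units (exact p 0.00216), in 124 of 127 genes. Lists of 127 equally bright genes had a median difference of 0.54 and a highest of 1.22, so that these genes too were at percentile 100, against a loss of all bright signals. Gene length was not tested.

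TAR1 (YLR154W-C), chosen after its values were seen, was brighter with ds-cDNA than with indirect labeling by 8.49 log2 units (15.83 against 7.34). The first value is near the highest on any array, 15.88, and the second near the lowest, 7.25, so that the size of the difference is not exact and its rank is not given. The gene lies on the strand opposite to RDN25-1. Of genes overlapping another gene on the opposite strand, the 6 whose partner was over 4 times brighter had a median ds-cDNA minus indirect difference of 3.45, from -1.41 to 5.29, and 5 of 6 rose by more than 1 log2 unit. Among 10000 lists of 6 genes equally bright with indirect labeling the median difference was 0.058 and the highest 3.21, which puts the 6 genes at percentile 100 and argues against a higher ds-cDNA signal of all dim genes. Overlaps on the same strand held 1 gene with such a partner, too few for a comparison. This is consistent with signal from the opposite strand, which a double-stranded target carries. Probes that also match the brighter gene are argued against, for the 5 genes that rose, since their indirect intensities were at most 7.45, near the lowest on the arrays, and the partner's signal would also appear with indirect labeling. The median of all 6 was at percentile 2.51 of all genes. EMI1, at 10.49, was bright with indirect labeling and did not rise. For ribosomal RNA at TAR1 no separate test was run.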

How the results depend on the processing

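All alternatives reported here were set before the data were examined, except those for TAR1, the opposite-strand overlaps and the ribosomal protein genes and the replicates left out for mitochondrially encoded genes, which were chosen after seeing the data. Of these, median centring moved TAR1 to 8.39 and the overlaps to 3.35, and the others moved by less than the replicate spread. Of 438 values under alternatives, for 42 results, 260 were unchanged and 178 moved, by more than 1.5 times for a count and by more than the replicate SD for other values. The 62 genes above 2-fold, the 60 of them with one direction and the 3 counts of genes with different intensity never moved by this limit. The limit is wide for the genes without a shared direction. Without replicates 1, 2 and 3 in turn, 63 of 66, 67 of 68 and 62 of 68 genes above 2-fold had one direction. Without the dimmest 25% of the genes 57 of 57 had one direction. Median centring left 30 of 30 values in place, quantile normalization within each method 33 of 33 and ratios of mean linear intensities 12 of 12. Unless a sentence names fewer arrays or genes, the cause was not tested.

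Counts of called genes are given at 99%, 95% and 90% confidence. With the methods' t-test they were 126, 651 and 1240 (direct random), 39, 158 and 389 (indirect) and 13, 128 and 330 (ds-cDNA), with 136 genes called at 99% by any method, 9 by all 3 and 93 by direct random alone. On linear intensities that test gave 104, 652 and 1216, then 27, 147 and 367, then 8, 97 and 316, with 111, 4 and 80. With 1 fit of all 18 arrays the moved counts were 713 at 95% and 1033 at 90% (direct random), 461 at 99% and 880 at 95% (indirect), 494, 994 and 1331 (ds-cDNA), 174 by all 3 and 88 by direct random alone. A prior variance with a trend gave 900 at 99% (direct random), 315 at 99% and 599 at 95% (ds-cDNA), 1004 by any method, 160 by all 3 and 567 by direct random alone, and 4, 52 and 61 genes with different fold-changes (direct random against indirect, direct random against ds-cDNA, indirect against ds-cDNA). The replicate block gave 236 at 99% (direct random), 18, 115 and 315 (ds-cDNA), 329 by any method, 18 by all 3 and 75 by direct random alone. At 99% the blocked indirect count, 254, was above the direct random one. Leaving out the dimmest 25% of the genes (fewer genes) gave 197 at 99% (ds-cDNA), 125 by all 3 and 25 genes with a different fold-change between indirect and ds-cDNA labeling. With only the 12 arrays of those 2 methods this last count was 21.

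Replicate correlations for direct random, indirect and ds-cDNA were 0.9959, 0.9917 and 0.9896 without the dimmest 25% and 0.9947, 0.9897 and 0.9868 as squares. On linear intensities they moved to 0.9969 (direct random) and 0.9867 (ds-cDNA), and by Spearman's coefficient to 0.9966 (direct random). Correlations across methods (direct random with indirect, direct random with ds-cDNA, indirect with ds-cDNA) were 0.945, 0.655 and 0.589 without the dimmest 25%, 0.964, 0.744 and 0.705 on linear intensities and 0.935, 0.616 and 0.552 as squares, with 0.960 for the first by Spearman's coefficient. Replicate SD without the dimmest 25% was 0.0799 (direct random) and 0.126 (ds-cDNA). R² of fold-changes for the same 3 pairs was 0.734, 0.569 and 0.597 on the log2 scale and 0.479, 0.378 and 0.369 by Spearman's coefficient. For direct random with ds-cDNA it was 0.629 without the dimmest 25% and 0.531 for genes above 2-fold only. Against qPCR, log2 values gave 0.916 (direct random) and 0.941 (indirect), the coefficients not squared were 0.923, 0.962 and 0.908, and without the reference genes the indirect value was 0.915. Against nCounter, log2 values gave 0.957, 0.974 and 0.924 and the coefficients 0.987, 0.990 and 0.917. With the mean over mitochondrially encoded genes the differences were 0.58 (direct random minus indirect), 3.62 (direct random minus ds-cDNA) and 3.04 (indirect minus ds-cDNA).

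Leaving out each array or replicate number in turn (fewer arrays) gave, for direct random, 280 to 341 genes at 99% and 850 to 1026 at 95%, for indirect 100 to 124, 274 to 460 and 469 to 898, and for ds-cDNA 33 to 54, 166 to 211 and 340 to 474. Any method called 345 to 564 genes, all 3 called 32 to 77 and direct random alone 125 to 411. Replicate SD ran from 0.0689 to 0.0717, 0.0860 to 0.104 and 0.104 to 0.110, R² of fold-changes from 0.801 to 0.852, 0.539 to 0.575 and 0.613 to 0.670, and the share of genes with one direction from 50.9% to 56.1%. Different fold-changes were found for 7 to 13 genes (direct random against ds-cDNA) and 8 to 15 (indirect against ds-cDNA). R² with qPCR was 0.787 to 0.838 for ds-cDNA, and with nCounter 0.971 to 0.977 for direct random and 0.974 to 0.982 for indirect labeling.

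Values of named genes kept their call or direction in 69 of 75 cases with the methods' t-test (6 weaker), 72 with the replicate block (3 weaker), 71 with 1 fit of all 18 arrays (4 stronger) and 73 with median centring (2 reversed). With single arrays left out 413 were the same, 16 weaker, 6 stronger and 15 reversed. The reversed log2 fold-changes belong to genes that were not called. With median centring YNL072W gave -0.0127 with direct random labeling (0.0040 before) and YMR158C-A -0.015 with ds-cDNA labeling (0.0047 before). With single arrays left out the values ran from -0.0126 to 0.0275 for YNL072W and from -0.0600 to 0.063 for YFR003C with direct random labeling, from -0.116 to 0.031 for YNL072W, -0.052 to 0.0752 for YHL048C-A and -0.247 to 0.119 for YMR158C-A with indirect labeling, and from -0.0071 to 0.0871 for YNL072W, -0.170 to 0.123 for YHL048C-A and -0.038 to 0.0605 for YMR158C-A with ds-cDNA labeling.

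Signal over background limits what the arrays show for dim genes. The lowest log2 value on any array was 7.25, and CIS1 in EPY338 with ds-cDNA labeling was at 7.55.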

Differences from the paper's values

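The numbers of differentially expressed genes were larger with limma than the paper's numbers, which come from the methods' t-test. At 99% confidence limma gave 538 genes with the direct random method where the paper's value is 126, 195 with the indirect method where the paper's value is 39, and 103 with the ds-cDNA method where the paper's value is 13. At 95% confidence the values were 1288, 521 and 363 where the paper's are 653, 157 and 126. At 90% confidence they were 863 with the indirect method and 733 with the ds-cDNA method where the paper's are 385 and 329. Of the alternatives set before the data were examined, the methods' t-test brought all 8 counts within 1.5 times of the paper's, at 126, 39, 13, 651, 158, 128, 389 and 330. On linear intensities that test did so for all but the ds-cDNA count at 99% (8 genes). The replicate block did so for the 3 ds-cDNA counts (18, 115 and 315 genes) and for the direct random count at 95% (924 genes), and 1 fit of all 18 arrays only for the direct random count at 95% (713 genes). Leaving out single arrays did so for 5 of 6 arrays in the direct random count at 95%, for 4 of 6 in the ds-cDNA count at 95%, for 6 of 6 in the ds-cDNA count at 90% and for 4 of 6 in the indirect count at 90%, and for none in the other 4 counts. A prior variance with a trend, median centring, quantile normalization within each method and the filter on dim genes did so for none of the 8.

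Among genes with a fold-change above 2, limma called 51 with the indirect method and 37 with the ds-cDNA method at 99% confidence where the paper's values are 30 and 11. The methods' t-test gave 30 and 11. On linear intensities it gave 20 for the indirect method, within 1.5 times of the paper's value, and 7 for the ds-cDNA method, which is not. No other alternative came within 1.5 times for these 2 counts.

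The number of genes called at 99% confidence by any method was 573 where the paper's value is 136. The methods' t-test gave 136 and, on linear intensities, 111. No other alternative came within 1.5 times.

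The median fold-change of the genes called at 99% confidence was 1.61 with the indirect method and 1.83 with the ds-cDNA method where the paper's values are 2.79 and 4.15. The methods' t-test gave 2.79 and 4.15, on linear intensities 2.71 and 3.62. The replicate block gave 3.87 for the ds-cDNA method, within 1.5 times of the paper's value, but 1.54 for the indirect method, which is not. Leaving out any 1 array brought the indirect median within 1.5 times (1.86 to 2.06) and none the ds-cDNA median. No other alternative came within 1.5 times.

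The paper's correlations in Table 2 match the squares of the Pearson coefficients computed here (0.995, 0.990 and 0.987 within methods) and not the coefficients themselves (0.997, 0.995 and 0.993), so they were compared on the squared scale, where none differed by more than the stated errors, which were taken as standard deviations.

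The paper states that most genes above 2-fold were found at the highest confidence with the direct random method but not with the others. With limma these shares were 93.2%, 100% and 97.4% with the direct random, indirect and ds-cDNA methods, with the methods' t-test 84.1%, 58.8% and 28.9%, on linear intensities 79.5%, 39.2% and 18.4%, and with limma and the replicate block 93.2%, 100% and 47.4%. The paper reports 1 gene above 2-fold without a shared direction. Here there were 2 by sign, YHL048C-A and YMR158C-A, with 60 of 62 genes sharing it where the paper's value is 61. Their adjusted p with limma was 0.0765 and 0.0656 with the direct random method, below the limit that the paper gives for its gene, and with the methods' t-test 0.234 and 0.217, above it. For YPI1 (YFR003C) with the indirect method Table 5 gives a rise, at the paper's value of 1.1, and the fold-change here was 0.908, not called with any test. Of the 54 fold-changes in Tables 5 and 6, 50 were within rounding of the paper's, and the largest ratio was 1.21, for YPI1. For YGR035C with the indirect method the fold-change was 11.2 where the paper's value is 11.7. Without EPY330 replicate 3 or without EPY338 replicate 3 it was 11.66 and 11.71, within rounding of the paper's value. For YPI1 with the indirect method, YDL048C and YFL052W with the direct random method, none of the alternatives run came within rounding. The inverse ratio of YPI1, EPY338/EPY330, would be within rounding of the paper's 1.1, so a different direction of change is not shown. Table 5 marks YPI1 with the ds-cDNA method at the highest confidence. With limma its adjusted p was 0.0194, with the methods' t-test 0.00888 and with 1 fit of all 18 arrays 0.00505. With limma and a replicate block it was 0.101, and YPI1 was then not called.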

Other observations

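The tests on YHL048C-A and YMR158C-A and those on the ratio of covariances and on splits of all methods together were chosen only after the result was seen, and so were the genes named in the last paragraph.

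More genes were called with direct random labeling than with the other methods. With 1 spread per gene from all 18 arrays the counts at 95% confidence were 713, 880 and 994 for direct random, indirect and ds-cDNA labeling, with a ratio of 1.39 between the largest and the smallest. A smaller replicate spread with direct random labeling is consistent with this loss of its lead. For larger fold-changes the planned test does not decide. The median absolute log2 fold-change with direct random labeling was below the larger of the other 2 by -0.00962 (0.102, against 0.104 with indirect and 0.112 with ds-cDNA labeling), but noise raises this median and was larger with the other methods. The ratio of the covariances of log2 fold-changes with the remaining method, which independent noise does not raise, was 1.18 for direct random over ds-cDNA labeling (1.14 to 1.26 with replicate numbers left out, 1.09 for genes under 2-fold), so that larger fold-changes than with ds-cDNA labeling stay open beside the spread. For direct random over indirect labeling it was 0.956 (0.940 to 1.02), and the range includes 1. For each of the 3 methods the real grouping was the 1 of 10 splits of its 6 arrays with as many genes (at most 0 genes in any other). With 10 splits this test cannot exclude chance and does not decide. Across the 3 separately labeled methods 57.3% of the genes had one direction, and 1 of 4000 splits of the arrays, the real one, gave as large a share (51.1% at most in another), so that chance was excluded for the direction shared by the methods. With 3 pairs parted as in the indirect replicates, 1 of 4 splits gave as many genes. No biological explanation applies to the number of genes called, as the RNA was the same.

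Intensities differed between methods for 3704, 4996 and 5109 genes (direct random against indirect, direct random against ds-cDNA and indirect against ds-cDNA). In each comparison 1 of 100 drawn exchanges, the real one, gave as many genes, with at most 1984, 4190 and 4343 in another, and chance was excluded. Signal from convergent neighbouring genes that do not overlap, taken at any distance, is argued against as a main source of the ds-cDNA profile across all genes. Overlapping genes were left out of this comparison, so it does not decide for them. Of the 6 genes with an over 4 times brighter partner on the opposite strand, 5 rose with ds-cDNA labeling. The ds-cDNA minus indirect intensity had a correlation of -0.00838 with the intensity of the convergent neighbour and of -0.0280 with that of the divergent neighbour (permutation p of the difference 0.448).

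YHL048C-A and YMR158C-A were above 2-fold with direct random labeling and did not share the direction by sign alone. The opposite log2 fold-changes were -0.005 (standard error 0.156) with ds-cDNA labeling for YHL048C-A and -0.071 (standard error 0.186) with indirect labeling for YMR158C-A, neither called, so that an opposite change was not shown. Without EPY330 replicate 2 the log2 fold-change of YHL048C-A fell from 1.17 to 0.645, below 2-fold, which is consistent with 1 array as the source of its size. For YMR158C-A it fell from 1.97 to 1.168 and stayed above 2-fold, so that 1 array alone did not put it above 2-fold. The same array, at 12.14 against 9.98 and 9.47 for EPY330 replicates 1 and 3, can still be the source of much of its size. With limma on 6 arrays the adjusted p was 0.0765 and 0.0656. Both genes were called at 95% confidence without EPY330 replicate 2 (0.0211 and 0.0378), without EPY330 replicate 3 (0.0423 and 0.042) and with 1 fit of all 18 arrays (0.0118 and 0.00662), and the highest adjusted p of the alternatives was 0.234 and 0.217.

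Fold-changes with ds-cDNA labeling were smaller at the upper end. Over the 51 genes above 2-fold with indirect labeling the median absolute log2 fold-change was 1.45 with indirect, 1.47 with direct random and 1.17 with ds-cDNA labeling, and the slopes on the indirect values were 0.965 for direct random and 0.749 for ds-cDNA labeling. These genes were chosen by their indirect values, which raises the indirect median.

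YFL067W was brighter with ds-cDNA than with indirect labeling by 7.87 log2 units (15.33 against 7.46), RRT15 by 7.38 (14.85 against 7.46) and YFL068W by 7.24 (14.71 against 7.47), from indirect values near the lowest on the arrays, so that these sizes are not exact. YLR154C-H, opposite to RDN5-2, differed by 4.47. Among the 6 genes with a brighter partner on the opposite strand, AUA1 (partner WWM1) differed by 5.29, BUD25 (HEM14) by 5.09, VAM10 (VPS5) by 4.76, YJR079W by 2.13, HUR1 by 1.57 and EMI1 by -1.41. Except for EMI1 their indirect values were also near the lowest on the arrays, 7.45 or less, and the sizes are not exact.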
